# *Egr2* Deletion in Autoimmune-Prone C57BL6/*lpr* Mice Suppresses the Expression of Methylation-Sensitive *Dlk1*-*Dio3* Cluster MicroRNAs

**DOI:** 10.4049/immunohorizons.2300111

**Published:** 2023-12-28

**Authors:** Zhuang Wang, Bettina Heid, Jianlin He, Hehuang Xie, Christopher M. Reilly, Rujuan Dai, S. Ansar Ahmed

## Abstract

We previously demonstrated that the upregulation of microRNAs (miRNAs) at the genomic imprinted *Dlk1*-*Dio3* locus in murine lupus is correlated with global DNA hypomethylation. We now report that the *Dlk1-Dio3* genomic region in CD4^+^ T cells of MRL/*lpr* mice is hypomethylated, linking it to increased *Dlk1-Dio3* miRNA expression. We evaluated the gene expression of methylating enzymes, DNA methyltransferases (DNMTs), and demethylating ten-eleven translocation proteins (TETs) to elucidate the molecular basis of DNA hypomethylation in lupus CD4^+^ T cells. There was a significantly elevated expression of *Dnmt1* and* Dnmt3b,* as well as *Tet1* and *Tet2*, in CD4^+^ T cells of three different lupus-prone mouse strains compared to controls. These findings suggest that the hypomethylation of murine lupus CD4^+^ T cells is likely attributed to a TET-mediated active demethylation pathway. Moreover, we found that deletion of early growth response 2 (*Egr2*), a transcription factor gene in B6/*lpr* mice markedly reduced maternally expressed miRNA genes but not paternally expressed protein-coding genes at the *Dlk1*-*Dio3* locus in CD4^+^ T cells. EGR2 has been shown to induce DNA demethylation by recruiting TETs. Surprisingly, we found that deleting *Egr2* in B6/*lpr* mice induced more hypomethylated differentially methylated regions at either the whole-genome level or the *Dlk1*-*Dio3* locus in CD4^+^ T cells. Although the role of methylation in EGR2-mediated regulation of *Dlk1-Dio3* miRNAs is not readily apparent, these are the first data to show that in lupus, *Egr2* regulates *Dlk1-Dio3* miRNAs, which target major signaling pathways in autoimmunity. These data provide a new perspective on the role of upregulated EGR2 in lupus pathogenesis.

## Introduction

Systemic lupus erythematosus (SLE) is a prototypical chronic autoimmune disease characterized by autoimmune attacks on multiple organs. Due to the complexity of this disease, the precise etiopathogenesis of SLE remains elusive. The onset and progress of SLE are attributed to the interaction of multiple factors, including genetics, epigenetics, hormones, and environmental factors. Recent studies have increasingly acknowledged the interplay of two major epigenetic factors, DNA methylation and microRNAs (miRNAs), in autoimmune diseases (1–3).

DNA methylation is an epigenetic process that regulates gene expression at the transcriptional level via affecting DNA accessibility at the regulatory regions (4). The importance of hypomethylation of CD4^+^ T cells in lupus pathogenesis was strikingly demonstrated by the findings that adoptive transfer of demethylated normal human or murine CD4^+^ T cells into nonautoimmune syngeneic recipient mice induced lupus-like disease (5–7). The whole-genome bisulfite sequencing analysis revealed a global DNA methylation loss. There was a common hypomethylation of type I IFN signature genes in CD4^+^ T cells, CD19^+^ B cells, CD14^+^ monocytes, and neutrophils, resulting in heightened type I IFN signaling in human patients with lupus (8–12). In addition to type I IFN signature genes, many other hypomethylated genes (such as *CD70*, *ITGAL*, *IL10*, and *IL17*) have been identified in lupus cells, which contributed to abnormal immune cell activation and inflammation in lupus (13). miRNAs are small non–protein-coding RNAs that regulate gene expression mainly at the post-transcriptional level through complementary binding to target mRNAs (14–16). In both human and murine lupus, a number of dysregulated miRNAs have been identified and linked to the disease pathogenesis (17, 18). Of these dysregulated miRNAs in lupus, a group of miRNAs is located at the genomic imprinted delta-like homolog 1–type 3 iodothyronine deiodinase (*Dlk1*-*Dio3*) locus, which possesses the largest miRNA cluster in human and murine genome (3, 19). In addition, the upregulation of *Dlk1*-*Dio3* miRNAs has also been implicated the pathogenesis of multiple sclerosis (MS) and experimental autoimmune encephalomyelitis (a rodent model of MS) (20, 21).

The interplay between DNA methylation and miRNAs has been documented in autoimmune lupus. The upregulated miR-21, miR-148a, and miR-126 in lupus contribute to DNA hypomethylation by repressing DNMTs directly or indirectly (22, 23). In contrast, the upregulation of X-chromosome–linked miRNAs in women patients with lupus is likely the result of the loss of methylation at the X-chromosome (24). We have also reported the association between the upregulation of *Dlk1*-*Dio3* miRNAs and global DNA hypomethylation in the lymphocytes of MRL/*lpr* mice (19). DNA demethylation treatment of splenic T cells of control MRL mice significantly increased the expression of *Dlk1*-*Dio3* miRNAs, suggesting an important role of DNA methylation in regulation of *Dlk1*-*Dio3* miRNAs expression (19). However, the molecular mechanism underlying the DNA hypomethylation and the upregulation of *Dlk1*-*Dio3* miRNAs in lupus CD4^+^ T cells remains unclear.

Early growth response 2 (EGR2) protein is a member of the EGR zinc finger transcription factor family. The critical roles of EGR2 in regulating T cell development and activation, adaptive immune response, inflammatory cytokine production, and autoimmunity have been widely investigated recently and well-acknowledged (25–32). In contrast to the finding that conditional *Egr2* gene deletion in normal C57BL/6 (B6) mice led to the production of anti-nuclear autoantibodies and increased total Ig G (IgG) production mice (28), conditional *Egr2* gene deletion in autoimmune prone B6/*lpr* mice significantly reduced anti-dsDNA autoantibodies and total Igs production (31). This suggests that the immune regulatory role of EGR2 is complex and depends on the immune status and the reasons why *Egr2* deletion had different immune changes in B6 and B6/*lpr* need to be further investigated.

This study aims to understand the molecular mechanism underlying the DNA hypomethylation and the upregulation of *Dlk1*-*Dio3* miRNAs in lupus CD4^+^ T cells. We found that the ten-eleven translocation protein (TET)–mediated active DNA demethylation pathway, rather than the DNA methyltransferase (DNMT)–mediated passive DNA demethylation pathway, is more likely to contribute to the DNA hypomethylation of lupus CD4^+^ T cells. Further, we report that *Egr2* deletion in B6/*lpr* mice significantly reduced *Dlk1*-*Dio3* miRNAs expression in CD4^+^ T cells. Surprisingly, *Egr2* deletion led to a global DNA methylation loss and hypomethylation at *Dlk1*-*Dio3* locus in CD4^+^ T cells. To our knowledge, our findings are the first to show that EGR2 regulates the expression of miRNAs at the genomic imprinted *Dlk1-Dio3* genomic locus, although the mechanisms need further investigation.

## Materials and Methods

### Mice

All experimental animal procedures and housing have been approved by the Institutional Animal Care and Use Committee of Virginia Polytechnic Institute and State University. In this study, MRL (MRL/MpJ) and autoimmune-prone MRL/*lpr* (MRL/MpJ-Fas^lpr^/J), B6/*lpr* (B6.MRL-Fas^lpr^/J), and B6.*sle123* (B6.NZMSle1/Sle2/Sle3) breeders were purchased from The Jackson Laboratory and bred in-house. We also purchased normal B6 (C57BL/6J) breeders from The Jackson Laboratory. The conditional CD2-specific *Egr2^−/−^*B6/*lpr* strain was developed in our laboratory and described in detail in a recent publication (31). The *Egr2^−/−^*B6/*lpr* and littermate *Egr2*^fl/fl^B6/*lpr* mice were used for experiments as knockout and control groups, respectively. The sexes and ages of the animals used for the experiments are specified in the figure legends.

All mice were maintained in our Association for Assessment and Accreditation of Laboratory Animal Care–certified animal facility at the Virginia-Maryland College of Veterinary Medicine, Virginia Tech. The mice were fed with the commercial 7013 NIH-31 modified 6% mouse/rat sterilizable diet (Harlan Laboratory, Madison, WI) and given water ad libitum. We euthanized mice by CO_2_ asphyxiation followed by cervical dislocation or heart puncture at the designated age according to the Institutional Animal Care and Use Committee–approved protocol.

### Splenic lymphocyte preparation and CD4^+^ cell isolation

Whole splenic lymphocytes were prepared following standard laboratory protocols described in detail previously (33, 34). Per the manufacturer’s protocol, splenic CD4^+^ T cells were isolated from whole splenic lymphocytes with anti-CD4 (L3T4) MicroBeads (Miltenyi Biotec, San Diego, CA).

### RNA extraction

As we previously reported (19, 34), total RNA containing small RNA was extracted from CD4^+^ T cells with an miRNeasy mini kit (Qiagen) by following the manufacturer’s procedures. On-column DNA digestion was conducted to remove residual DNA in the RNA samples. The concentration and purity of RNA were assessed by NANODROP 2000 spectrophotometer (Thermo Fisher Scientific). Samples with OD_260/280_ ratios of around 2.0 were used for TaqMan miRNA assay and quantitative RT-PCR (RT-qPCR) assays.

### Reverse transcription and RT-qPCR

The SuperScript IV First-Strand Synthesis System (Invitrogen, Waltham, MA) was used to synthesize the first-strand cDNA from RNA samples per the manufacturer’s protocol. RT-qPCR was conducted using Power SYBR green PCR mix (Applied Biosystem, Waltham, MA) per our previous report (34). The RT-qPCR primers for *Dnmt1/3a/3b* and *Tet1/2/3* genes were designed with the Primer quest tool and synthesized by Integrated DNA Technologies (IDT, San Diego, CA). All the primer sequences are listed in Table I.

**Table I.** Primer sequences

Gene Name	5′ to 3′	Sequence
Tet1	Forward	GAGCCTGTTCCTCGATGTGG
	Reverse	CAAACCCACCTGAGGCTGTT
Tet2	Forward	AACCTGGCTACTGTCATTGCTCCA
	Reverse	ATGTTCTGCTGGTCTCTGTGGGAA
Tet3	Forward	TCCGGATTGAGAAGGTCATC
	Reverse	CCAGGCCAGGATCAAGATAA
DNMT1	Forward	CCTAGTTCCGTGGCTACGAGGAGAA
	Reverse	TCTCTCTCCTCTGCAGCCGACTCA
DNMT3a	Forward	GCCGAATTGTGTCTTGGTGGATGACA
	Reverse	CCTGGTGGAATGCACTGCAGAAGGA
DNMT3b	Forward	TCAGTGACCAGTCCTCAGACACGAA
	Reverse	TCAGAAGGCTGGAGACCTCCCTCTT

The *Dlk1* (Assay ID Mm00494478_m1) and *Dio3* (Assay ID Mm00548953_s1) Taqman assays were purchased from Thermo Fisher Scientific to evaluate the expression of *Dlk1* and *Dio3* gene expression by following the manufacturer’s instruction. Strain-specific RT-qPCR was performed to evaluate the expression of *Rtl1* and *antisense-Rtl1* (*asRtl1*) genes by following a previously published protocol (35). The RT-qPCRs were performed with the 7500 Fast Real-Time PCR system (Applied Biosystem). The relative expression level of mRNAs was normalized to *18s* and calculated by the 2^−ΔΔCt^ method.

### TaqMan miRNA assay

The TaqMan miRNA assays (Applied Biosystems) was used to quantify the expression level of miRNAs (miR-154, miR-127, miR-379, miR-433, miR-300, miR-21, miR-503, miR-182, and miR-183) as we previously reported (19, 36). The relative expression level of miRNAs was normalized to endogenous control snoRNA202 and calculated by the 2^−ΔΔCt^ method.

### Genome-wide bisulfite sequencing and data analysis

CD4^+^ T cell DNA was isolated with DNeasy blood and tissue kit (Qiagen). The MRL and MRL/*lpr* CD4^+^ T cell DNA samples (*n* = 3 each strain) were sent to Zymo Research for Methyl-MiniSeq library preparation and sequencing. Briefly, 300 ng of genomic DNA was sequentially digested with 60 U of TaqαI and 30 U of MspI (NEB) and then purified by DNA Clean & Concentrator-5 (Zymo Research). The purified DNA fragments were ligated to preannealed adapters containing 5′-methyl-cytosine according to Illumina’s specified guidelines. Adaptor-ligated fragments of 150–250 bp and 250–350 bp in size were recovered from a 2.5% NuSieve 1:1 agarose gel using Zymoclean gel DNA recovery kit and then bisulfite-treated using the EZ DNA Methylation-Lightning kit. Amplification was performed, and the resulting products were purified for sequencing on an Illumina HiSeq. The *Egr2^−/−^*B6/*lpr* and *Egr2^fl/fl^*B6/*lpr* CD4^+^ T cell DNA samples (*n* = 2 each) were sent to CD Genomics (Shirley, NY) for classical reduced representative bisulfite sequencing (RRBS) library construction and sequencing. Briefly, the genomic DNA was digested by Mspl (NEB) followed by blunt-end repaired, A-tailed and adaptor ligation. Size selection was performed using AMPure XP beads (Beckman Coulter) to obtain DNA fractions enriched for the most CpG-rich regions in the range of 150–300 bp. Subsequently, bisulfite conversion and library preparation were conducted using the ZYMO EZ DNA Methylation-Gold kit following the manufacturer’s instructions. Library quality and quantity were assessed with Qubit 2.0 DNA HS assay and TapeStation high-sensitivity D1000 assay. Equimolar pooling of libraries was performed based on quality control values and sequenced on an Illumina PE150.

The raw sequencing data were processed and analyzed as described following. Briefly, the adapters and low-quality reads were trimmed by Trim Galore (version 0.6.7). After trimming the adapters and filtering low-quality reads, sequencing reads were mapped to mouse GRCm39 genome assembly using Bismark with Bowtie2 (version V0.23.1) (37). To determine the differentially methylated sites (DMSs) (*Egr2^−/−^*B6/*lpr* versus control *Egr2^fl/fl^*B6/*lpr*; MRL/*lpr *versus control MRL), we performed the Benjamini–Hochberg procedure to adjust the *p* value, and the CpG sites with adjusted *p* value less than 0.05 were determined as DMSs by R (version 4.2.1). The DMSs adjacent to each other (less than 500 bp in the distance) were merged as candidates for DMRs. To ensure the methylation changes are consistent throughout the entire region, we further selected DMRs with more than 80% of DMSs showing 0.1 or more methylation difference, and the overall methylation difference is higher than 0.1.

### Statistical analysis

Th equantitative data are presented in graphs as means ± SD. Student *t* tests were analyzed by GraphPad Prism software to determine the statistical significance between two treatment groups (MRL/*lpr versus* MRL; B6*/lpr versus* B6, B6.*sle123 versus* B6; *Egr2*^−/−^B6/*lpr versus Egr2*^fl/fl^B6/*lpr*). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Results

### *Dlk1-Dio3* locus is hypomethylated in MRL/*lpr* CD4^+^ T cells

Our previous study has shown the correlation between global DNA hypomethylation and upregulation of *Dlk1*-*Dio3* miRNAs in MRL/*lpr* CD4^+^ T cells (19). DNA methylation plays a major role in the regulation of the expression of genes located at the genomic imprinted *Dlk1*-*Dio3* locus (19, 38, 39). Since the *Dlk1*-*Dio3* region is too large for the target bisulfite sequencing, we performed genome-wide methylation analysis with double enzyme RRBS to determine whether the *Dlk1*-*Dio3* locus is differentially methylated between the CD4^+^ T cells from female MRL/*lpr* and MRL mice. 

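MRL/*lpr* mice carry the *lpr* mutation of the death receptor gene *Fas* and develop a lupus-like disease, and MRL mice share their genetic background. Splenic CD4+ T cells of 3 female MRL/*lpr* and 3 female MRL mice, 14 to 15 wk old, were profiled. RRBS cleaves DNA with restriction enzymes, here TaqαI and MspI, keeps short fragments and converts unmethylated cytosines with bisulfite. It thus reads mainly CpG-rich sequence and only part of the genome. The authors' files hold, for each cytosine and mouse, the number of reads and the fraction of them that was methylated, and for each DMR a mean level per strain without values per mouse. The table of single cytosines held 1048575 cytosines, 1 fewer than the 1048576 lines that a spreadsheet holds, and ended on chromosome 8 at position 46164047. Per-mouse values were therefore analysed for chromosomes 1 to 7 and the start of chromosome 8, and the *Dlk1*-*Dio3* region on chromosome 12 has group means only. The deposited p-value of a cytosine equaled an unadjusted two-sample test on the 3 and 3 fractions for 99.98% of 205876 cytosines (tolerance 0.0005), and was set to 1 where the strains differed by 0.1 or less. DMSs are cytosines with a deposited p under 0.05. They were merged when closer than 500 bp, and regions were kept with at least 3 DMSs, more than 80% of them differing by 0.1 or more and a mean difference above 0.1. The methods name GRCm39, but 98.4% of 1339 gene-annotated DMRs lay inside their gene in GRCm38.p6 and 26.6% of 1327 in GRCm39, so positions in the MRL comparison are given as GRCm38 positions.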

We obtained around 32 million uniquely aligned reads, which covered 54–59% of cytosines in the CpG context for MRL/*lpr* and MRL mice. 

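Over the listed cytosines, the 3 MRL mice had 22161940, 21588629 and 23480274 reads and the 3 MRL/*lpr* mice 19822594, 20636434 and 23022764 reads. These sums cover only cytosines listed in the table, each with at least 5 reads in every mouse, and are not the aligned reads of the libraries. The median depth of a cytosine was 18, 17 and 19 reads in MRL mice and 16, 17 and 18 reads in MRL/*lpr* mice. At 18 reads, a level of a single cytosine in a single mouse is coarse, so levels are given as means over many cytosines with the SD between mice.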

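CD4+ T cells of MRL/*lpr* mice had lower methylation than those of MRL mice both inside and between genes. Over all 1048575 listed cytosines the mean level was 42.1% ± 0.559 (SD, n = 3) in MRL and 39.0% ± 0.973 (SD, n = 3) in MRL/*lpr* mice, a difference of −3.08 percentage points. Inside genes, at 755700 cytosines, it was 36.7% ± 0.485 (SD, n = 3) in MRL and 34.4% ± 0.804 (SD, n = 3) in MRL/*lpr* mice. Between genes, at 292875 cytosines, it was 56.1% ± 0.754 (SD, n = 3) and 51.1% ± 1.41 (SD, n = 3), a difference of −5.03 percentage points. Each MRL/*lpr* mouse lay below each MRL mouse in these 3 sets (exact permutation test, two-sided, p = 0.10, the smallest p that 3 mice against 3 allow). The gap was smaller among deeply read cytosines. At the 172533 cytosines with at least 20 reads in every mouse it was −0.323 percentage points, smaller than either SD over all listed cytosines. This filter also changes which cytosines are averaged, so an effect of depth itself was not tested.

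At the 57900 DMSs, 49398 were lower and 8502 higher in MRL/*lpr* mice. Their mean level was 71.6% ± 0.412 (SD, n = 3) in MRL and 52.6% ± 1.23 (SD, n = 3) in MRL/*lpr* mice, with differences of −17.3 percentage points at DMSs inside genes and −21.8 between genes. These sites were chosen for their difference between the same mice, so the size of this gap is not independent evidence. After Benjamini-Hochberg adjustment of the deposited p values, 56 cytosines were lower and 5 higher, and 1175 lower and 198 higher when only the 205876 cytosines with p below 1, which the table selects by their difference, are adjusted. A quasi-binomial model of the reads called 0 of 591637 cytosines at an adjusted p under 0.05, where it also recovered 0% of sites simulated with a drop of 0.2 or 0.4, so that this 0 does not show a lack of difference. It called 13650 lower and 4047 higher at an unadjusted p under 0.05. That threshold was also passed by 1.67% of the unchanged sites simulated beside a drop of 0.2, so part of these calls may carry no difference. The simulated spread between mice was set and not estimated from these mice, so this share need not hold for them. Without any 1 of the 6 mice these unadjusted counts dropped to between 5172 and 7311 lower and between 1468 and 1819 higher. With limma on logit levels the counts were 0 adjusted and 39880 lower and 16879 higher unadjusted.

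**Figure D1:**
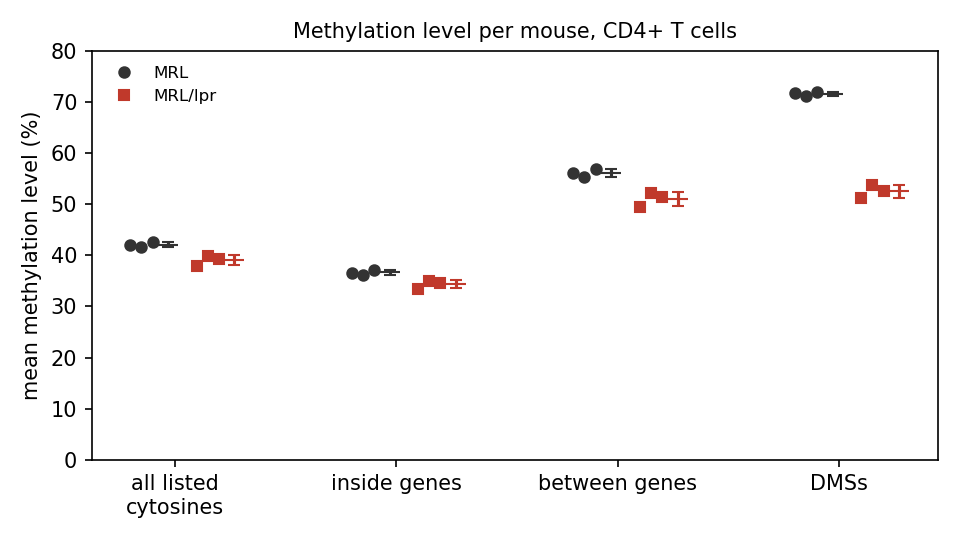
Mean methylation level in percent of each mouse (points) over all listed cytosines, cytosines inside genes, cytosines between genes and DMSs, with the mean and SD of 3 mice beside them. The MRL/*lpr* mice lie below the MRL mice in each set, and the gap is widest at the DMSs, which were selected for it.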

Consistently, we observed a global DNA hypomethylation in MRL/*lpr* CD4^+^ T cells and a methylation loss at different functional genomic regions (Fig. 1A). Further, there were more hypomethylated (*n* = 2369) differentially methylated regions (DMRs) than hypermethylated (*n* = 225) DMRs in MRL/*lpr* CD4^+^ T cells when compared with control MRL CD4^+^ T cells (Fig. 1B). 

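*Zap70*, *Tet2* and *Tox* were among the genes with hypomethylated DMRs in MRL/*lpr* CD4+ T cells. *Zap70* encodes a kinase that relays the T cell receptor signal, and its intronic region on chromosome 1 (36764784–36768786, GRCm38) averaged 54.6% ± 8.13 (SD, n = 3) in MRL and 10.6% ± 1.99 (SD, n = 3) in MRL/*lpr* mice. An intronic region of *Tet2*, which encodes an enzyme of active DNA demethylation (chromosome 3, 133515343–133515509), averaged 63.6% ± 5.03 (SD, n = 3) and 14.3% ± 1.59 (SD, n = 3). A region in *Tox*, a transcription factor gene of follicular helper and exhausted T cells (chromosome 4, 6868125–6872213), averaged 77.8% ± 4.76 (SD, n = 3) and 34.6% ± 8.22 (SD, n = 3). *Lef1*, a transcription factor gene of naive T cells, had hypermethylated DMRs instead, with 51.2% ± 8.25 (SD, n = 3) in MRL and 85.8% ± 4.19 (SD, n = 3) in MRL/*lpr* mice at chromosome 3, 131129735–131129824.

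Merging DMSs gave 2209 hypomethylated and 576 hypermethylated DMRs on the chromosomes with per-mouse values, where the authors' deposited table holds 1062 and 99. With at least 5 DMSs per region there were 427 and 194, and with p under 0.01 there were 396 and 118. Over the whole genome the authors' deposited table holds 2368 hypomethylated and 225 hypermethylated DMRs with a mean difference above 0.1, or 10.5 hypomethylated DMRs for each hypermethylated one. Among DMRs annotated to a gene and with at least 5 CpGs, the authors' means in that table for the largest differences were 80.1% in MRL and 20.3% in MRL/*lpr* mice at *Atp9a*, 94.0% and 34.4% at *Zfp142*, 68.9% and 10.9% at *Lcp1*, which encodes the actin-bundling protein L-plastin, and 83.9% and 26.1% at *Cldn10*. In the other direction they were 26.0% and 79.6% at *Arid1b* and 24.6% and 69.6% at *Zfp341*. *Nfatc1*, which encodes a transcription factor activated by the T cell receptor, had 8 DMRs, the most of any gene, and each was hypomethylated. *Foxp1* and *Tiam1* had 6 each, of which 4 and 6 were hypomethylated.

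Of 17 tested genes of T cell receptor signaling, 6 had a hypomethylated DMR, namely *Zap70*, *Ptpn22*, *Cd28*, *Dgkz*, *Nfkb1* and *Prkcq* (one-sided Fisher's exact test against 11858 genes, adjusted p = 0.000826, and adjusted p = 0.0252 against 10000 random lists matched on tested cytosines). Of 10 genes of follicular helper T cells, *Tox*, *Il6ra*, *Rgs16* and *Slamf6* had one (adjusted p = 0.00485 from the exact test and 0.0108 against matched lists). *Bcl6*, the follicular helper factor gene, lies outside the tested chromosomes and had 2 hypermethylated DMRs, with authors' means of 9.91% and 32.3% at the one with the larger difference. *Nfatc2*, among the 17 tested genes of T cell receptor signaling, also had 2 DMRs, both hypermethylated. The authors' means at the one with the larger difference were 25.5% in MRL and 65.2% in MRL/*lpr* mice. Hypermethylated DMRs lay at 3 of 6 naive T cell genes, *Lef1*, *Foxp1* and *Bach2* (adjusted p = 7.0e-05 from the exact test, 0.0036 against matched lists), of which *Foxp1* and *Bach2* also had hypomethylated ones. They also lay at 3 of 8 genes of exhaustion and chronic activation, *Nr4a2*, *Nr4a3* and *Cd44* (adjusted p = 9.72e-05 from the exact test, 0.0018 against matched lists). Over the whole genome this list went both ways. Of its 8 genes with a deposited DMR, 4 had only hypermethylated ones, and 4, *Tox*, *Prdm1*, *Eomes* and *Nr4a1*, only hypomethylated ones. The *Nr4a2* region went from 12.1% ± 2.83 (SD, n = 3) in MRL to 34.3% ± 1.90 (SD, n = 3) in MRL/*lpr* mice, and the *Nr4a3* region from 27.5% ± 4.61 (SD, n = 3) to 57.3% ± 3.84 (SD, n = 3). Among DMRs with at least 5 CpGs, the matched lists no longer separated T cell receptor signaling (adjusted p = 0.114), exhaustion (0.0666) or naive T cells (0.0828), while follicular helper genes stayed at 0.0486. Of 1005 deposited DMRs with per-mouse values, 986 (98.1%) had no overlap between the 3 MRL and the 3 MRL/*lpr* mice, where chance gives 10%, but the regions were called on these mice.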

Importantly, we identified three DMRs located at the *Dlk1*-*Dio3* region, and all three of these DMRs were hypomethylated (Table II). These data demonstrated an association between DNA demethylation at the *Dlk1*-*Dio3* locus and the upregulation of *Dlk1*-*Dio3* miRNAs in MRL/*lpr* CD4^+^ T cells.

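The 3 DMRs lie at *Dlk1* and downstream of it on chromosome 12, and each had a lower level in MRL/*lpr* CD4+ T cells. *Dlk1* encodes a membrane protein of the Notch ligand family and is transcribed from the paternal chromosome. Its DMR (109459844–109459901, GRCm38) is exonic, lies in a CpG island and holds 7 CpGs, with an authors' mean of 39.8% in MRL and 19.2% in MRL/*lpr* mice. The DMR at 109472727–109472844 is annotated to no gene and holds 9 CpGs, at 85.9% in MRL and 58.0% in MRL/*lpr* mice. The DMR at 109825628–109825805, also annotated to no gene, holds 4 CpGs, at 92.0% and 62.2%. All 3 regions of Table II equal those of the authors' deposited table in position, number of CpGs and difference (tolerance 0.0005). The single cytosines of chromosome 12 were not analysed per mouse here, so the spread between mice and the depth behind these 3 values are unknown. Each still passes a minimum mean difference of 0.2.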

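Hypomethylated DMRs in MRL/*lpr* CD4+ T cells also lay at imprinted genes outside the *Dlk1*-*Dio3* region. The authors' means were 58.3% in MRL and 14.9% in MRL/*lpr* mice in an intron of *Gnas* (chromosome 2, 174292688–174292779, GRCm38) and 72.7% and 40.8% in an intron of *Airn*, the antisense transcript of *Igf2r* (chromosome 17, 12751307–12751363). *Trappc9* had 3 DMRs, of which 1 was hypermethylated, at 45.4% and 90.4%, and the others hypomethylated. *Igf2r* itself also had a hypermethylated intronic DMR (12690334–12690953), at 49.2% and 80.1%. Of 28 imprinted genes with per-mouse values, 2 had a hypomethylated DMR (one-sided Fisher's exact test, adjusted p = 0.599), namely *Gnas* and its antisense gene *Gnasas1*, which share 1 region of 4 CpGs. Among DMRs with at least 5 CpGs it was 0 of 28. From the 3 hypomethylated DMRs of the locus, set beside the higher miRNA levels that its earlier study had shown in these cells, the paper concludes that DNA demethylation at the *Dlk1*-*Dio3* locus and upregulation of its miRNAs are associated. The paper also cites from that earlier study that treating splenic T cells of MRL mice to demethylate their DNA raised these miRNAs. The miRNA levels are not analysed here.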

**FIGURE 1.**
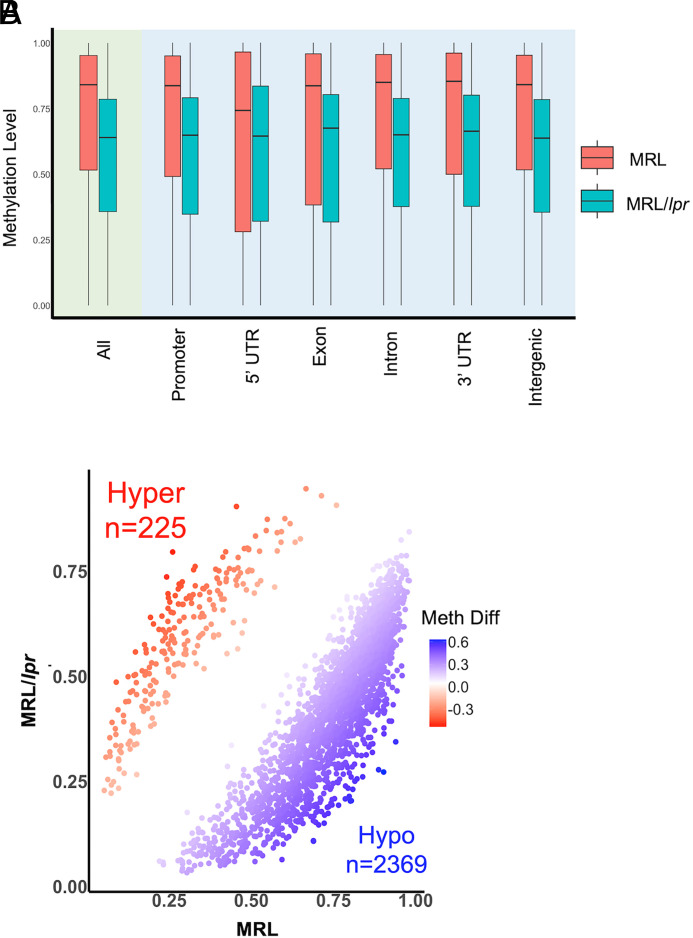
DNA hypomethylation in MRL/*lpr* CD4^+^ T cells when compared with control MRL CD4^+^ T cells. RRBS assays were performed to profile the DNA methylation in purified splenic CD4^+^ T cells from 14–15-wk-old female MRL/*lpr* and sex- and age-matched control MRL mice (*n* = 3 each). DMSs and DMRs were identified as we described in detail in “Materials and Methods.” (**A**) Mean methylation level of DMSs at different genomic regions showed hypomethylation (Hypo) in CD4^+^ T cells of MRL/*lpr* mice. (**B**) Number of hypermethylated (Hyper) DMRs (false discovery rate [FDR] < 0.05) and hypomethylated DMRs (FDR < 0.05) in CD4^+^ T cells of MRL/*lpr* compared with MRL mice. Meth Diff, methylation difference; UTR, untranslated region.

**Table II.** DMRs at *Dlk1-Dio3* region in MRL/*lpr* compared with MRL mice

Chrom	Start	End	Length	nCG	Meth Diff	MRL/*lpr* Mean Meth	MRL Mean Meth
chr12	109459844	109459901	58	7	−0.20677	0.19150	0.39827
chr12	109472727	109472844	118	9	−0.27901	0.58034	0.85936
chr12	109825628	109825805	178	4	−0.298149	0.62189	0.92004

Chrom, chromosome; Meth Diff, methylation difference; nCG, number of cytosine-guanine.

### Increased *Dnmts* and *Tets* gene expression in MRL/*lpr* CD4^+^ T cells

Reduced expression/activity of DNMT1 and/or DNMT3a/3b has been identified in the PBMCs or CD4^+^ T cells of human patients with lupus, which contributed to the DNA hypomethylation in human lupus cells (40–42). To our surprise, we found a significant increase in the expression of *Dnmt1* and *Dnmt3b* genes, whereas the expression of *Dnmt3a* gene was unchanged in MRL/*lpr* CD4^+^ T cells when compared with MRL CD4^+^ T cells (Fig. 2A). The increase of *Dnmt* gene expression was also observed in the CD4^+^ T cells of other lupus-prone mice models, B6/*lpr* and B6.*sle123* (Fig. 2B). This suggests that reduced DNA methylation in the murine lupus CD4^+^ T cells is likely not due to the reduced expression of *Dnmt* genes. Current studies have implied that the TETs mediated the active demethylation pathway in the DNA hypomethylation in human lupus (13, 43, 44). Notably, we found that *Tet1* and *Tet2* expression was significantly increased in MRL/*lpr* CD4^+^ T cells when compared with MRL CD4^+^ T cells (Fig. 2C). There was no significant change in the expression of *Tet3* gene. Further, we demonstrated the upregulation of *Tet1*, *Tet2*, and *Tet3* genes in CD4^+^ T cells of other two lupus strains, B6/*lpr* and B6.*sle123* (Fig. 2D). These data strongly suggested that the TET-mediated active demethylation pathway likely plays a major role in driving DNA demethylation in murine lupus CD4^+^ T cells.

**FIGURE 2.**
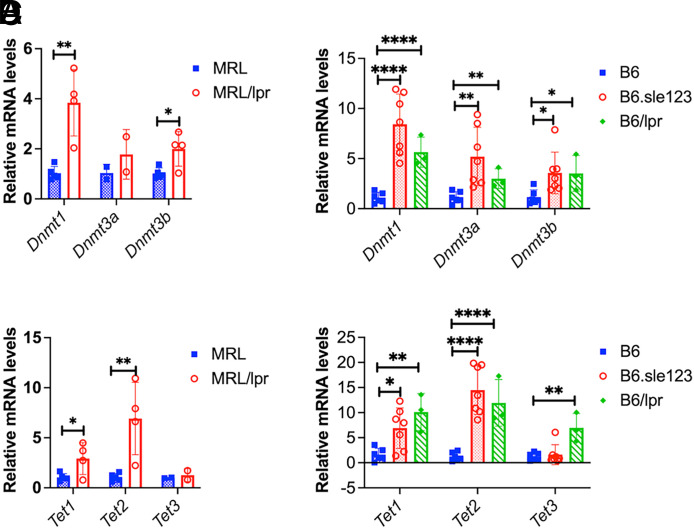
Increased *Dnmts* and *Tets* gene expression in CD4^+^ T cells of lupus-prone mice. RT-qPCR was performed to quantify the expression levels of *Dnmt* and *Tet* genes in purified splenic CD4^+^ T cells from female MRL/*lpr* (14–15 wk old), B6.*sle123* (5–6 mo old), and B6/*lpr* (5**-**6 mo old) mice and their respective sex- and age-matched control MRL and B6 mice. (**A** and **C**) Summary graphs show the significant upregulation of *Dnmt1/3b* (A) and *Tet1/2* (C) genes in CD4^+^ T cells of MRL/*lpr* mice compared with MRL controls (*n* ≥ 2 each). (**B** and **D**) Summary graphs show a significant increase of *Dnmt1/3a/3b* (B) and *Tet1/2/3* (D) in two other types of lupus-prone mice, B6/*lpr* and B6.*sle123* mice compared with control B6 mice (*n* ≥ 3 each). Horizontal bars in the summary graphs indicated means ± SD. Unpaired Student *t* test was performed to determine the statistical significance in the comparison of gene expression levels between two groups (MRL *vs.* MRL/*lpr*, B6.*sle123 versus* B6, and B6/*lpr versus* B6). Statistical significance is indicated by asterisks: *p < 0.05, **p < 0.01, ****p < 0.0001.

### Conditional deletion of *Egr2* gene specifically inhibits the expression of maternally expressed *Dlk1-Dio3* miRNAs in B6/*lpr* mice

DNA methylation is tightly regulated in a cell-specific manner during immune cell development and differentiation (45). Specific transcription factors have been shown to be required for regulating site-specific DNA methylation gene expression activities by recruiting DNMTs or TETs to their binding sites (46). Of particular interest, in a recent study, EGR2 was found to play a major role in the turnover of DNA methylation during the differentiation of human monocytes by recruiting TET2 to its binding sites (47). This study suggested an important epigenetic regulatory role of EGR2 in immune cells, an aspect not well known yet. We have recently developed conditional *Egr2^−/−^*B6/*lpr* mice to investigate the autoimmune regulatory role of EGR2 in the autoimmune lupus context. To test the potential epigenetic regulatory role of EGR2 in lupus CD4^+^ T cells, we evaluated the expression of selected methylation-sensitive *Dlk1*-*Dio3* miRNAs, which are highly upregulated in lupus (e.g., miR-127, miR-154, miR-300, miR-279, and miR-433). Excitingly, we found that the expression of these *Dlk1*-*Dio3* miRNAs was significantly reduced in CD4^+^ T cells of *Egr2^−/−^*B6/*lpr* mice when compared with the cells from control *Egr2^fl/fl^*B6/*lpr* mice (Fig. 3A). Notably, there were no obvious differences observed in miRNAs outside the *Dlk1*-*Dio3* locus (e.g., miR-21, miR-182, miR-183, and miR-503) (Fig. 3B). In addition to the maternally expressed non–protein-coding miRNA genes, the *Dlk1*-*Dio3* region also contains paternal protein-coding genes, such as *Dlk1*, *Rtl1*, and *Dio3* (3). To distinguish *asRtl1* and *Rtl1* transcript, we performed strain-specific RT-qPCR as previously reported (35). Although *Egr2* deletion significantly suppressed maternally expressed *asRtl1*, which encodes multiple miRNAs, *Egr2* deletion had no obvious effect on the expression of paternally expressed *Dlk1*, *Rtl1*, and *Dio3* genes (Fig. 3C). Together, these data demonstrated that EGR2 specifically regulates the expression of maternally expressed miRNA genes but not paternally expressed protein-coding genes at the genomic imprinted *Dlk1*-*Dio3* locus in B6/*lpr* mice.

**FIGURE 3.**
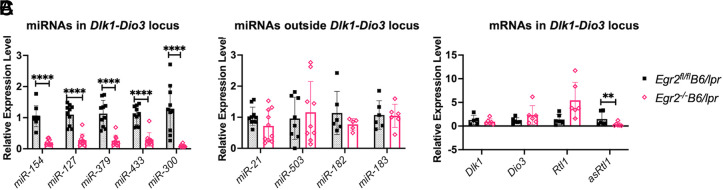
*Egr2* deletion in B6/*lpr* mice significantly suppresses maternally expressed *Dlk1-Dio3* miRNAs and mRNA expression. The expression levels of miRNAs and mRNAs in splenic CD4^+^ T cells from *Egr2*^−/−^B6/*lpr* at 5–6-mo-old and littermate control *Egr2*^fl/fl^B6/*lpr* mice were quantified by TaqMan miRNA assays and RT-qPCR. Both female and male mice were used. (**A**) Summary graph shows a significant decrease in the expression of miRNAs located at *Dlk1-Dio3* locus in *Egr2*^−/−^B6/*lpr* compared with controls. (**B**) Summary graph shows that *Egr2* deletion had no obvious effect on the expression of miR-21, miR-503, miR-182, and miR-183, which are located outside the *Dlk1-Dio3* locus. Two independent experiments were performed with four and six mice for each experiment. (**C**) Graph shows that *Egr2* deletion in B6/*lpr* mice significantly inhibited the expression of maternally expressed non–protein coding gene *asRtl1* but not paternally expressed protein-coding genes, including *Dlk1*, *Dio3*, and* Rtl1.* Horizontal bars in the summary graphs indicate the means ± SD (*n* ≥ 6). Unpaired Student *t* test was performed to determine the statistical significance in the comparison of gene expression levels between *Egr2*^fl/fl^B6/*lpr* and *Egr2*^−/−^B6/*lpr*. **p < 0.01, ****p < 0.0001.

### Conditional *Egr2* deletion leads to methylation change at *Dlk1-Dio3* locus in B6/*lpr* mice

DNA methylation plays an essential role in the expression of genomic imprinted genes. The above data indicated that *Egr2* deletion suppressed methylation-sensitive *Dlk1*-*Dio3* miRNAs (Fig. 3). With the newly emerged epigenetic regulatory role of EGR2, we therefore investigated whether *Egr2* deletion promotes the methylation at *Dlk1*-*Dio3* locus to suppress *Dlk1*-*Dio3* miRNA expression. 

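*Egr2*-/-B6/*lpr* mice lack the zinc finger transcription factor EGR2 in CD2-expressing lymphocytes and *Egr2* fl/flB6/*lpr* littermates keep it, and both carry the *lpr* mutation on the C57BL/6 background. Splenic CD4+ T cells of 2 female *Egr2*-/-B6/*lpr* and 2 female *Egr2* fl/flB6/*lpr* mice at about 5 mo of age were profiled by RRBS after digestion with MspI. The authors' deposited tables give 1 level per genotype for each DMS, in percent, and for each DMR a mean fraction per genotype with a q value. The 2 mice of a genotype are pooled in these values. No SD, interval or test over mice could therefore be computed, and differences between the genotypes carry no replicate check. Of the DMSs on 3 chromosomes, all 9097 are CpGs of GRCm39, and positions in the comparison of *Egr2*-/-B6/*lpr* with *Egr2* fl/flB6/*lpr* mice are given in that build. Merging of DMSs into regions followed the same rule as for the MRL mice.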

We performed RRBS to measure *Egr2* deletion–induced DNA methylation changes in CD4^+^ T cells of B6/*lpr* mice. We obtained around 36 million uniquely aligned reads per sample, which covered 62.5 and 65% of cytosines in the CpG context for *Egr2*^−/−^B6/*lpr* and *Egr2*^fl/fl^B6/*lpr*, respectively. 

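The tables used here give levels of DMSs and DMRs without reads, so the depth behind each level is unknown here. Sites that were tested and did not pass are not analysed here, and a mean over DMSs is a mean over sites selected for a difference. The listed DMSs number 50760, and the smallest difference among them is 1.87 percentage points. The deposited DMRs number 7710, with a median of 5 CpGs and never fewer than 5.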

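Of the 50760 DMSs, 34324 (67.6%) were lower and 16436 higher in *Egr2*-/-B6/*lpr* than in *Egr2* fl/flB6/*lpr* CD4+ T cells. The mean level over all DMSs was 68.6% in *Egr2* fl/flB6/*lpr* and 61.2% in *Egr2*-/-B6/*lpr* mice. The difference was widest at intergenic DMSs, at 76.1% and 65.0%. Intronic DMSs averaged 65.9% and 60.6%, coding exons 64.7% and 60.4%, and 3′ UTRs 68.3% and 65.2%. Promoter DMSs had similar means in both genotypes, 37.6% and 36.8%, and 5′ UTR DMSs averaged 31.5% in *Egr2* fl/flB6/*lpr* and 31.7% in *Egr2*-/-B6/*lpr* mice. DMSs that were lower started from a median of 90.2% in *Egr2* fl/flB6/*lpr* mice and differed by a median of −18.9 percentage points, while DMSs that were higher started from 45.3% and differed by 18.2. On the autosomes alone, 32488 DMSs were lower and 16083 higher. With the DMSs that differ by at least 0.1, the 5′ UTR difference turned from 0.184 to −0.140 percentage points.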

To our surprise, we observed that *Egr2* deletion led to a genome-wide methylation loss (Fig. 4A). We noticed the difference in the distribution of *Egr2* deletion–induced hypermethylated DMSs and hypomethylated DMSs in the different functional genomic regions (Fig. 4B). There were 29.01% of hypermethylated DMSs located at the promoter region, whereas only 14.55% of the hypomethylated DMSs were distributed at the promoter region. 

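Promoters and exons held a larger share of hypermethylated than of hypomethylated DMSs after *Egr2* deletion. By the authors' annotation, and with 1 DMS per 1 kb window so that neighboring CpGs count once, 641 of 10164 hypermethylated DMSs (6.31%) and 585 of 21728 hypomethylated DMSs (2.69%) lay in promoters (Fisher's exact test, two-sided, odds ratio 2.43, p = 2.89e-51). Exons held 24.1% of hypermethylated and 15.7% of hypomethylated DMSs (odds ratio 1.71, p = 1.24e-70 from the same exact test). The test compares 2 lists of sites and not mice. Promoter DMSs started from a median of 28.6% in *Egr2* fl/flB6/*lpr* mice and intergenic DMSs from 86.7%, and sites that start low have little methylation to lose. Starting level was not taken into account in this test or in those of the other features. The 10377 DMSs (20.4%) that the authors' deposited table assigns to none of these features are left out. With promoters taken as 1 kb either side of a GENCODE transcription start, 38.8% of hypermethylated and 20.3% of hypomethylated DMSs lay in promoters (odds ratio 2.49).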

There was a higher percentage of hypomethylated (41.21%) DMSs than hypermethylated (24.26%) in the intergenic region. 

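Intergenic sequence held 2775 hypermethylated DMSs (27.3%) and 9803 hypomethylated DMSs (45.1%) of *Egr2*-/-B6/*lpr* CD4+ T cells under the same windows (Fisher's exact test, two-sided, odds ratio 0.457, p = 7.77e-208). Introns held 42.3% of hypermethylated and 36.5% of hypomethylated DMSs (odds ratio 1.27, p = 6.60e-23 from the same exact test). The intron difference turned around with the GENCODE features, under which introns held 32.5% of hypermethylated and 38.4% of hypomethylated DMSs (odds ratio 0.773). The intergenic difference kept its direction there, at 16.2% and 31.2%.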

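In *Egr2*-/-B6/*lpr* CD4+ T cells, *Runx3*, *Egr1*, *Gata3* and *Tet2* were among the genes with hypomethylated DMRs, and *Itgb2* and *Drosha* among those with hypermethylated ones. The following levels are the authors' means in *Egr2* fl/flB6/*lpr* and then *Egr2*-/-B6/*lpr* mice, and the q is 1 where none is given. *Runx3*, a transcription factor gene of type 1 helper and cytotoxic T cells, had an intronic DMR at 80.9% and 40.0% (chromosome 4, 134896549–134896687, GRCm39), and of its 7 DMRs 5 were lower and 2 higher. *Egr1*, a paralog of *Egr2*, had a coding DMR of 15 CpGs at 68.9% and 30.6%, with q = 0.077 in the authors' deposited table. *Gata3*, the transcription factor gene of type 2 helper T cells, had 63.1% and 30.6% at a coding DMR, and *Tet2* 88.6% and 58.1%. Higher levels were listed at *Tiam1*, an activator of Rac, with 24.7% and 72.4% at 1 of 4 DMRs, of which the other 3 were lower, at the integrin gene *Itgb2* with 39.7% and 87.0%, and at *Drosha*, which encodes the nuclease that starts miRNA maturation, with 41.9% and 82.3%.

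Merged by the 500 bp rule, the DMSs gave 840 hypomethylated and 721 hypermethylated DMRs. Asking for at least 4 DMSs per region turned the order to 357 hypomethylated and 393 hypermethylated DMRs, and asking for at least 5 gave 220 and 233. The authors' deposited table holds 4651 hypomethylated and 3059 hypermethylated DMRs, of which 50 and 9 have a q under 0.05, and q equals 1 for 98.6% of them.

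Of the naive T cell genes with a DMR, 5 had only hypermethylated, 1 only hypomethylated and 1 both (Fisher's exact test against the other genes, p = 0.0909, adjusted p = 0.653). *Nsg2* was listed at 50.2% and 83.5%, *Foxp1* at 19.0% and 41.2% and *Tcf7* at 34.9% and 53.9%. Of genes of the DNA methylation machinery, *Tet2* was hypomethylated and 4 were hypermethylated, namely *Tet1* at 73.4% and 83.9%, *Tet3* at 33.0% and 54.4%, *Dnmt3a* at 7.18% and 23.4% and *Dppa3* (adjusted p = 0.653 from the same exact test). Of imprinted genes, 11 had only hypomethylated, 3 only hypermethylated and 3 both kinds (adjusted p = 0.653). The 3 follicular helper genes with a DMR, *Rgs16*, *Tox* and *Bcl6*, were each hypomethylated, with *Rgs16* at 67.4% and 34.6% (adjusted p = 0.739). No list differed from the other genes in direction after adjustment, and *Bcl11b*, a transcription factor gene of T cell commitment, had 12 DMRs that were all hypermethylated.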

We then determined the DMRs and found that the hypomethylated DMRs (*n* = 599) outnumbered the hypermethylated (*n* = 426) DMRs in CD4^+^ T cells of *Egr2^−/−^*B6/*lpr* compared with the controls (Fig. 4C). Also, we observed more hypomethylated DMRs in the *Dlk1*-*Dio3* locus in *Egr2^−/−^*B6/*lpr* mice (Table III). 

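From *Dlk1* to *Dio3* on chromosome 12, the authors' deposited table lists 10 DMRs, 7 lower and 3 higher in *Egr2*-/-B6/*lpr* than in *Egr2* fl/flB6/*lpr* CD4+ T cells, each with a q of 1. The 5 DMRs of Table III equal those of the deposited table (tolerance 0.0005). The DMR at 109560215–109560448 (GRCm39) is annotated to the promoter of *Rtl1*, a retrotransposon-derived imprinted gene, with authors' means of 96.1% in *Egr2* fl/flB6/*lpr* and 85.7% in *Egr2*-/-B6/*lpr* mice. The DMR at 109828129–109828488 lies between genes and was higher, at 60.3% and 74.2%. The DMR at 109988263–109988389 is intergenic by the authors' annotation and lies in an intron of *Gm34719* in GENCODE, at 89.4% and 76.1%, and its reference sequence is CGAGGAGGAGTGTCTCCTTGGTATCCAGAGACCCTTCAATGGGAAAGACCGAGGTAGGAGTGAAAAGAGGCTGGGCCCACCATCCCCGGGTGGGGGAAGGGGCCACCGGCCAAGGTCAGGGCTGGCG. The DMR at 110114252–110114532 lies between genes, at 78.8% and 67.8%, and the DMR at 110176792–110177223 likewise in an intron of *Gm34895* in GENCODE, with 11 CpGs, at 69.3% and 55.3%.

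The other 5 DMRs are not in Table III. They lie at *Dlk1* (109426067–109426353), at 78.8% in *Egr2* fl/flB6/*lpr* and 65.9% in *Egr2*-/-B6/*lpr* mice, and in an intron of *Meg3*, the maternally expressed noncoding RNA of the cluster (109512138–109512260), at 83.9% and 73.6%. A DMR in an intron of *Rian*, the host of box C/D small nucleolar RNAs and miRNAs, overlaps *Rtl1* (109577461–109577624) and was at 75.8% and 63.6%. A DMR between *Dlk1* and *Meg3* (109432900–109433008) was higher, at 78.8% and 95.3%, and so was one in an intron of *Dio3os* (110243940–110244050), at 39.0% and 51.6%. Of the 10 DMRs, 5 hold a listed DMS, and merging the DMSs by the 500 bp rule gave 0 regions in this interval. A DMR without a DMS is not particular to the locus, since 3978 of all 7710 deposited DMRs hold none. No DMR of the 10 reached a mean difference of 0.2.

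**Figure D2:**
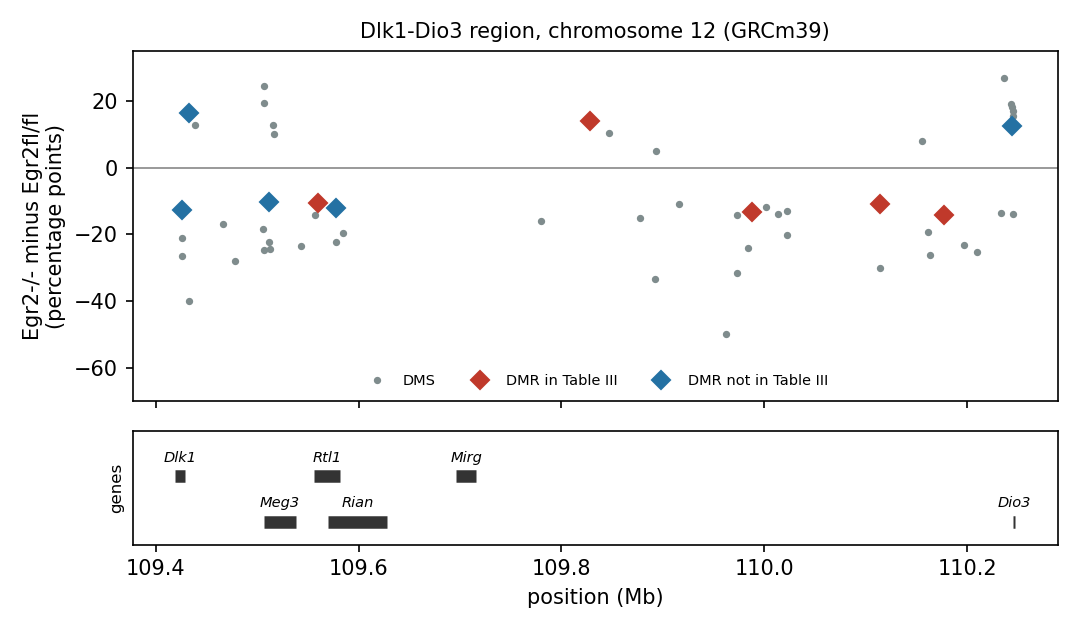
Difference in methylation level, Egr2-/- minus Egr2 fl/fl, in percentage points against position on chromosome 12 in GRCm39, for each DMS (dots), each DMR of Table III (red diamonds) and each other deposited DMR (blue diamonds), with the genes of the region drawn to scale beneath. Of the 10 DMRs, 7 lie below 0 and 3 above.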

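Between *Dlk1* and *Dio3*, 33 of 46 DMSs (71.7%, exact 95% interval 56.5 to 84.01) were lower in *Egr2*-/-B6/*lpr* than in *Egr2* fl/flB6/*lpr* CD4+ T cells, beside 67.6% of all DMSs (exact binomial test, two-sided, p = 0.638). The share at the *Dlk1*-*Dio3* region thus lay within counting error of that of the whole genome. Over these 46 DMSs the authors' levels averaged 71.6% in *Egr2* fl/flB6/*lpr* and 60.3% in *Egr2*-/-B6/*lpr* mice. Around the start of *Meg3* the DMSs went both ways. In the same order of genotypes, levels were higher at 109506691 (45.5% and 70.0%) and 109506891 (41.0% and 60.3%). They were lower at 109505985 (91.1% and 72.7%) and 109507183 (44.3% and 19.7%). The interval covers counting error only, since neighboring CpGs are not independent and the 2 mice of a genotype are pooled. The paper had asked whether *Egr2* deletion promotes methylation at the locus, and it reasons from the larger number of hypomethylated DMRs there (Table III) that the change went the other way.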

Our data revealed that *Egr2* deletion led to methylation loss at the global level and at the *Dlk1*-*Dio3* locus.

**FIGURE 4.**
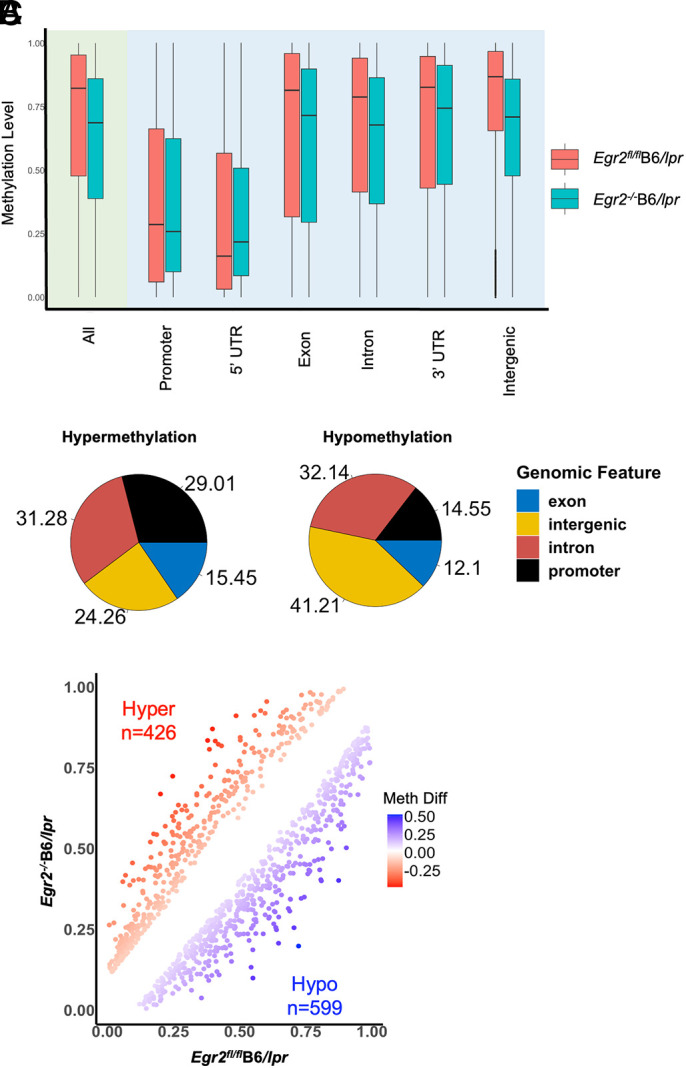
*Egr2* deletion in B6/*lpr* mice induces a methylation loss at a genome-wide level. RRBS assays were performed to profile the DNA methylation in purified splenic CD4^+^ T cells from female *Egr2*^−/−^B6/*lpr* mice at ∼5 mo old and sex-matched littermate control *Egr2*^fl/fl^B6/*lpr* mice (*n* = 2 each). DMSs and DMRs were identified as we described in detail in “Materials and Methods.” (**A**) Mean methylation levels of DMSs at different genomic regions showed reduced methylation at a whole-genome level and at different genomic regions except the 5′-untranslated region (UTR) in CD4^+^ T cells of *Egr2*^−/−^B6/*lpr* mice compare with control *Egr2*^fl/fl^B6/*lpr* mice. (**B**) Pie charts showed the distribution of hypermethylated (Hyper) DMSs and hypomethylated (Hypo) DMSs at the four genomic regions. (**C**) Graph showed the number of hypermethylated DMRs (false discovery rate [FDR] < 0.05) and hypomethylated DMRs (FDR < 0.05) in CD4^+^ T cells of *Egr2*^−/−^B6/*lpr* compared with control *Egr2^fl/fl^*B6/*lpr* mice. Meth Diff, methylation difference.

**Table III.** DMRs at *Dlk1-Dio3* region of *Egr2*^−/−^ B6/*lpr* compared with *Egr2^fl/fl^*B6/*lpr* mice

Chrom	Start	End	Length	nCG	Meth Diff	*Egr2*^−/−^B6/*lpr* Mean Meth	*Egr2*^fl/fl^B6/*lpr* Mean Meth
chr12	109560215	109560448	234	5	−0.10493	0.85655	0.96148
chr12	109828129	109828488	360	5	0.13927	0.74218	0.60291
chr12	109988263	109988389	127	5	−0.1327	0.76127	0.89397
chr12	110114252	110114532	281	5	−0.11043	0.67799	0.78842
chr12	110176792	110177223	432	11	−0.14076	0.55261	0.69337

Chrom, chromosome; Meth Diff, methylation difference; nCG, number of cytosine-guanine.

## Discussion

The dysregulation of miRNAs located at the genomic imprinting *Dlk1*-*Dio3* locus has been identified in various types of cancers and autoimmune diseases, including MS and lupus. Although direct evidence to show the relationship between *Dlk1*-*Dio3* miRNAs and lupus pathogenesis is still lacking, Vinuesa et al. (48) have reported that 49 of 72 autoimmune genes were predicted to be the targets of *Dlk1*-*Dio3* miRNAs. The Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis of the predicted target genes of the *Dlk1*-*Dio3* miRNAs that are upregulated in murine lupus or in MS showed the enrichment of signaling cascades that have been implicated in autoimmune disease pathogenesis (Supplemental Fig. 1) (20, 21). For example, the *Dlk1*-*Dio3* miRNAs targeted the PI3K/Akt/mTOR signaling pathway, which has been associated with the pathogenesis of lupus nephritis and MS/experimental autoimmune encephalomyelitis (49, 50). In addition, there is a significant enrichment of Ras-MAPK signaling, FcγR-mediated phagocytosis pathway, TCR signaling, cAMP signaling pathway, HIF-1 signaling, and Wnt signaling pathways in the predicted target genes of lupus-related *Dlk1*-*Dio3* miRNAs, which are also critically involved in autoimmunity and lupus pathogenesis (51–55) (Supplemental Fig. 1). In this study, we reported that *Egr2* deletion significantly reduced maternally expressed *Dlk1*-*Dio3* miRNAs, suggesting that EGR2 plays an important role in the upregulation of *Dlk1*-*Dio3* miRNAs in murine lupus CD4^+^ T cells. These data provide us with new insight into the autoimmunity regulatory role of EGR2 and new knowledge in understanding the molecular regulation of *Dlk1*-*Dio3* miRNAs in lupus.

The expression of the genes at the genomic imprinted *Dlk1*-*Dio3* locus was controlled by the two major differentially methylated regions, IG-DMR and Gtl2-DMR (MEG3-DMR in humans), and other methylation changes across the *Dlk1*-*Dio3* locus (56, 57). Our previous report showed the correlation between the upregulation and *Dlk1*-*Dio3* miRNAs and global DNA hypomethylation in MRL/*lpr* CD4^+^ T cells (19). Our RRBS analysis consistently revealed a DNA methylation loss at the whole-genome level and also at different genomic regions of MRL/*lpr* CD4^+^ T cells when compared with control MRL CD4^+^ T cells. Importantly, we identified three hypomethylated DMRs at the *Dlk1*-*Dio3* locus of MRL/*lpr* CD4^+^ T. These data suggested a link between the upregulation of *Dlk1*-*Dio3* miRNAs and site-specific DNA demethylation at the *Dlk1*-*Dio3* region. Additional study is necessary to determine whether these three hypomethylated DMRs contribute directly to the upregulation of *Dlk1*-*Dio3* miRNAs in MRL/*lpr* CD4^+^ T cells.

Reduced *Dnmt1* and/or *Dnmt3a/b* expression has been correlated with the global DNA hypomethylation in the human lupus (40, 41). However, unchanged *Dnmt1* expression and even increased *Dnmt3a/b* gene expression have also been identified in human lupus PBMCs or CD4^+^ T cells in different studies, despite the consistency of DNA hypomethylation in these lupus cells (58–60). An early study has shown that MRL/*lpr* CD4^+^T cells have reduced *Dnmt1* mRNA levels, correlating with global DNA hypomethylation and disease development in MRL/*lpr* mice (61). It is noteworthy that in this study, the authors compared the expression of *Dnmt1* in CD4^+^ T cells from MRL/*lpr* mice with active disease (16 wk of age) with CD4^+^ T cells from MRL/*lpr* at the prediseased stage (5 wk of age) but not with age-matched MRL control mice (61). In this article, we reported an increase of *Dnmt1* and *Dnmt3b* in CD4^+^ T cells of MRL/*lpr* mice when compared with age-matched MRL controls. With the finding of an increased expression of *Tet1* and *Tet2* in MRL/*lpr* CD4^+^ T, we speculate that the TET-mediated active DNA demethylation pathway likely plays a major role in the global DNA hypomethylation in CD4^+^ T cells of MRL/*lpr* mice. However, we cannot rule out the involvement of DNMT-mediated passive DNA demethylation pathway, because *Dnmt* gene expression level may not reflect the protein expression level and/or activity. Although *Dnmt1*, *Dnmt3b*, *Tet1*, and* Tet3* were significantly increased in CD4^+^ T cells of MRL*/lpr* mice, they were either reduced (*Dnmt3b and Tet1)* or not changed (*Dnmt1* and *Tet3*) in whole splenocytes of MRL/*lpr* mice when compared with MRL controls (Supplemental Fig. 2). This suggested that either DNMT- or TET-mediated DNA methylation changes could be cell- and tissue-specific and/or signal pathway-dependent (13).

EGR2 was initially identified as a vital regulator of the development of the hindbrain (62). The critical and complex roles of EGR2 in immunity and autoimmunity have now been extensively studied (25–32, 63–65). We recently reported that the EGR2 apparently had a differential immune regulatory role in normal B6 mice *versus* autoimmune-prone B6/*lpr* mice (31). In contrast to how conditional *Egr2* deletion in lymphocytes of normal B6 mice promoted autoantibody production and induced lupus-like disease, conditional *Egr2* deletion in B6/*lpr* mice had the opposite effect, with reduced autoantibodies, Ab production, and pathogenic double-negative T cells (31). In the current study, we found that *Egr2* deletion in B6/*lpr* mice significantly reduced the expression of DNA methylation–sensitive *Dlk1*-*Dio3* miRNAs, which are upregulated and implicated in the pathogenesis of autoimmune diseases such as lupus and MS (3, 19, 36, 48). It is possible that EGR2 regulates autoimmunity in lupus mice via the regulation of *Dlk1*-*Dio3* miRNAs.

To further understand how EGR2 regulates the expression of methylation-sensitive *Dlk1*-*Dio3* miRNAs, we investigated *Egr2* deletion–induced methylation changes in CD4^+^ T cells of B6/*lpr* mice. EGR2 has recently been shown to interact with TET2 to induce site-specific active DNA demethylation during monocyte differentiation, suggesting an epigenetic regulatory role of EGR2 in immune cells (47). We therefore initially thought that *Egr2* deletion might increase DNA methylation at *Dlk1*-*Dio3* locus to suppress *Dlk1*-*Dio3* miRNAs expression. To our surprise, *Egr2* deletion induced a greater loss of DNA methylation than gain of DNA methylation in CD4^+^ T cells of *Egr2^−/−^*B6/*lpr* mice at whole genome level (Fig. 4) and at the *Dlk1*-*Dio3* locus (Table III). Researchers have devoted considerable attention to the reverse relationship between gene expression level and DNA methylation level at the genome, particularly in the promoter region. Nevertheless, the role of DNA methylation in gene expression is much more intricate and depends on the methylation patterns at genomic sites, cell and tissue types, and developmental stages (66–68). For example, in both plant and human systems, a positive correlation between the DNA methylation within the intragenic regions (gene body) and gene expression was observed (68, 69). Further, DNA hypermethylation has been associated with the upregulation of gene expression in prostate cancer tissues (70). Thus, although there is a correlation between the expression of *Dlk1*-*Dio3* miRNAs and global DNA hypomethylation, as well as site-specific DNA hypomethylation, in MRL/*lpr* CD4^+^ T cells, we cannot exclude the possibility that *Egr2* deletion–induced hypomethylated DMRs at *Dlk1*-*Dio3* locus might contribute to the suppression of *Dlk1*-*Dio3* miRNAs in *Egr2*^−/−^B6/*lpr* mice. It is worth noting that the *Egr2* deletion–induced DMRs in B6/*lpr* mice do not overlap with the hypomethylated DMRs that were determined in MRL/*lpr* mice. 

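*Dlk1* had a hypomethylated DMR in both comparisons. In MRL/*lpr* against MRL CD4+ T cells it lies at 109459844–109459901 of chromosome 12 in GRCm38, and in *Egr2*-/-B6/*lpr* against *Egr2* fl/flB6/*lpr* cells at 109426067–109426353 in GRCm39. The positions of the 2 tables belong to different builds, so no overlap by position was computed. The other DMRs of the locus in MRL/*lpr* mice are annotated to no gene. In *Egr2*-/-B6/*lpr* mice they lie at *Meg3*, *Rtl1*, *Rian* and *Dio3os* or, for 5 of them, are intergenic by the authors' annotation, and DMRs without a gene could not be compared by gene. The mice and libraries of the 2 comparisons are separate, and no control is shared.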

A site-specific modulation of the methylation status at *Egr2* deletion–induced DMRs may provide insights into the direct role of EGR2 in the epigenetic regulation of *Dlk1*-*Dio3* miRNAs. Additionally, as a transcription factor, EGR2 may regulate the expression of *Dlk1*-*Dio3* miRNAs without altering the methylation.

The current understanding of the role of EGR2 in immunity and autoimmunity is primarily based on data derived from genetically modified B6 mice that may not fully capture the function of EGR2 in diverse pathological contexts. Our study revealed that *Egr2* deletion in autoimmune-prone B6/*lpr* mice altered the methylation at the genome-wide level and suppressed the expression of methylation-sensitive *Dlk1*-*Dio3* miRNAs. These data provide us with a fresh perspective on comprehending the pathogenic contribution of upregulated EGR2 in lupus, although the detailed mechanism of EGR2 regulation of *Dlk1*-*Dio3* miRNAs needs to be further investigated.

## Supplementary Material

Supplemental Figures 1

# Supplementary material for: Egr2 Deletion in Autoimmune-Prone C57BL6/lpr Mice Suppresses the Expression of Methylation-Sensitive Dlk1-Dio3 Cluster MicroRNAs
**Source:** Immunohorizons. 2023 Dec 28;7(12):898–907. doi: 10.4049/immunohorizons.2300111
**Supplement:** Supplemental Figures 1

Supplemental Data

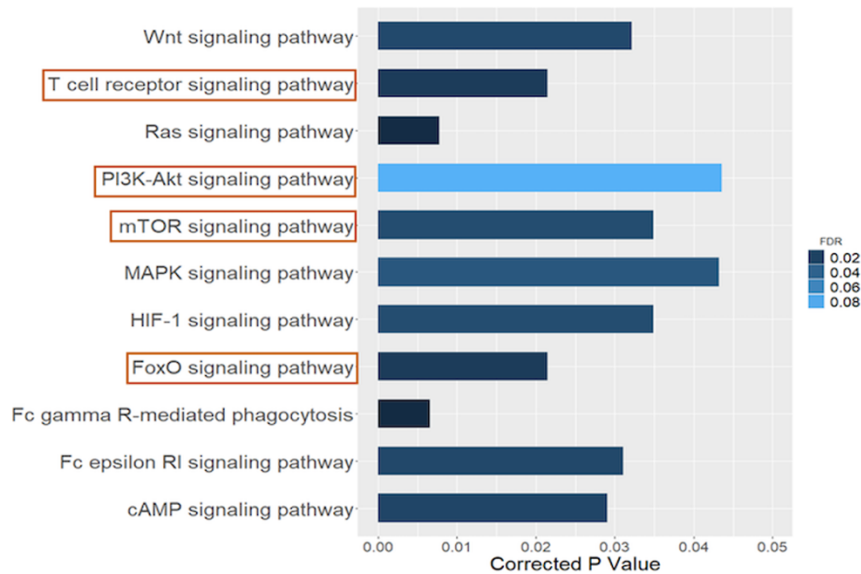

Supplemental Figure 1. Significant enrichment of autoimmune lupus-related pathways that are predicted to be targeted by the upregulated *Dlk1-Dio3* miRNAs. The target genes of miR-127, miR-154, miR-299, miR-300, miR-329, miR-376b, miR-379, miR-382, miR-411, miR-433, and miR-494 were predicted by miRDB (<http://mirdb.org>). KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was performed in R. B-H procedure was performed to calculate the corrected *p*-value and the false discovery rate (FDR). The cutoff corrected *p*-value was set to 0.05 and the cutoff FDR was set to 0.1 for screening the candidate pathways that are significantly enriched in the target genes.

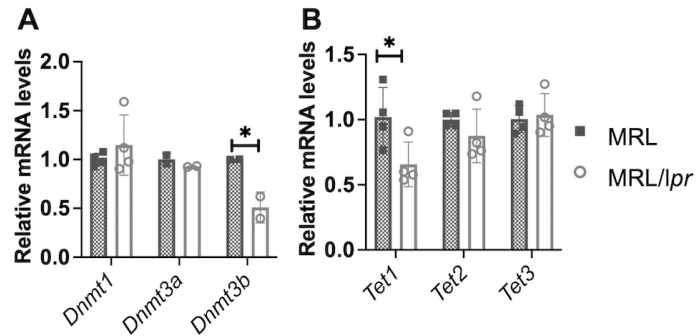

Supplemental Figure 2. Reduced *Dnmt3b* and *Tet1* gene expression in the splenocytes of MRL/*lpr* mice compared to control MRL mice. RT-qPCR was performed to quantify the expression levels of *Dnmt* and *Tet* genes in splenocytes from female MRL/*lpr* (14-15 weeks old) and sex- and age-matched control MRL mice. **(A)** The graph showed a reduction of *Dnmt3b* and no change in the expression of *Dnmt1/3a* in MRL/*lpr* splenocytes. **(B)** Reduction of *Tet1* and no changes in the expression of *Tet2/3* in MRL/*lpr* splenocytes. Horizontal bars in the summary graphs indicated mean $\pm$ SD ($n \geq 2$). Unpaired student *t* tests were performed; *, $p < 0.05$.

How the deposited data were processed for this re-analysis (not part of the article)

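Methylation was measured by RRBS in splenic CD4+ T cells of 3 MRL/*lpr* and 3 MRL mice (TaqαI and MspI) and of 2 *Egr2*-/-B6/*lpr* and 2 *Egr2* fl/flB6/*lpr* mice (MspI), all stated to be female. The paper's methods name Trim Galore 0.6.7, Bismark with Bowtie2 V0.23.1, GRCm39 and R 4.2.1 for both experiments, and the submitters' processing notes list FastQC, cutadapt and Bismark. For the MRL mice the authors deposited, per cytosine and strand, the read count of each mouse, the methylated fraction of these reads and a p-value. A second sheet repeats 12 per-mouse columns, which were not used. For the MRL DMRs the authors deposited a mean fraction per strain, the number of CpGs and a score that sums site statistics, which was not used. For the *Egr2*-/-B6/*lpr* comparison the authors deposited a level in percent per genotype for each DMS, and for each DMR a mean fraction per genotype with a q-value and a Mann-Whitney p-value. How the mice were pooled is not given in the sources used here. The authors' class names in the MRL table describe MRL relative to MRL/*lpr* (37544 cytosines "hypermethylated"), and directions are given throughout as the disease or deletion group relative to its control.

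The MRL table of cytosines ends at the line limit of a spreadsheet, on chromosome 8. It was used as it stands, with a median of 16 to 19 reads per cytosine and mouse, which leaves single cytosines imprecise; the depth of the other comparison is unknown. Its p-values were assumed to be adjusted when the tests were chosen, but the values equal an unadjusted test, so the deposited p under 0.05 was kept as the threshold for DMSs and the adjusted count is given beside it. Per-mouse means were compared by exact permutation tests. Each cytosine with at least 10 reads in every mouse (591637) was also fitted with a quasi-binomial logistic model of the methylated and total reads with 4 residual degrees of freedom and Benjamini-Hochberg adjustment, and with limma 3.58.1 on logit levels with 0.5 added to the reads. The dispersion of the quasi-binomial model could not fall below that of a binomial. In its simulations the spread between mice was set and not estimated from these mice. The quasi-binomial model was tested on 20000 simulated sites with the depth of the MRL/*lpr* comparison, of which 200 were changed. At drops of 0.2 and 0.4 it recovered 0% of them at an adjusted p under 0.05, while 37.5% and 81.5% passed an unadjusted p under 0.05, as did 1.67% and 1.69% of unchanged sites. At an adjusted p under 0.05 limma recovered 0% at a drop of 0.2 and 19.5% at a drop of 0.4.

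DMRs were re-derived from the DMSs by the paper's rule with a minimum of 3 DMSs, which the paper's text does not name, and counted in the deposited tables. Regions between *Dlk1* and *Dio3* were taken from the deposited tables. Shares of DMSs in features were compared by Fisher's exact test on 1 DMS per 1 kb window. GENCODE M39 and the GRCm39 sequence were used for positions only for the *Egr2*-/-B6/*lpr* comparison. The builds differ between the tables, so the comparisons were set against each other by gene symbol. The rule for genes named in the text, the 22 gene lists and the alternatives were fixed before the data were examined, except where stated. The rule names in each comparison and direction the 10 deposited DMRs with the largest difference among those with at least 5 CpGs, up to 4 genes with a DMR in each list by the size of the difference, the DMRs of the locus and the genes the paper names, and the 5 genes with most DMRs. A part of the genes that the rule names is not reported here. The values of Table II and Table III had been seen by then. *Dgkz*, *Nfkb1*, *Prkcq*, *Nr4a2*, *Nr4a3* and *Cd44* in the MRL comparison complete the members of small lists and were named after their values were seen, as were *Bcl6*, *Nfatc2*, *Igf2r* and *Gnasas1* there. In the *Egr2*-/-B6/*lpr* comparison, *Snora19*, *Btbd35f15* and *Gm37013* have most DMRs (113, 112 and 27), but 0 of these lie inside the gene in GENCODE, so they are not described further. *Camta1* and *Casz1* tie with *Bcl11b* at 12 DMRs.

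In the MRL comparison each list was tested for genes with a DMR among 11858 genes with at least 5 tested cytosines (501 with a hypomethylated and 70 with a hypermethylated DMR) by a one-sided Fisher's exact test and by 10000 random lists matched on tested cytosines. Besides the 4 lists that passed, hypomethylated DMRs lay at 2 of 9 genes of the DNA methylation machinery (adjusted p = 0.158), 1 of 2 of the EGR family and partners (0.213), 2 of 7 of T helper 1 and cytotoxic cells (0.117), 2 of 5 of regulatory T cells (0.0982), 2 of 14 of the type I IFN signature (0.261), 2 of 6 of naive T cells (0.107), 1 of 8 of exhaustion (0.584) and 0 of the tested genes of T helper 2, T helper 17, the lupus genes named in the paper, B cells, CD8 T cells, double-negative T cells, natural killer cells and myeloid cells (adjusted p = 1). Hypermethylated DMRs lay at 1 of 17 genes of T cell receptor signaling (0.575) and at 0 of the other lists. The erythroid, plasma cell, *lpr* gene and *Dlk1*-*Dio3* lists had no gene with tested cytosines. In the *Egr2*-/-B6/*lpr* comparison, where no table of all tested CpGs was used, lists were compared only by direction. Of genes with DMRs of 1 direction there, 3 were hypomethylated and 6 hypermethylated in T cell receptor signaling, 3 and 1 in T helper 1, 3 and 1 in T helper 2, 2 and 1 in T helper 17, 2 and 2 in regulatory T cells, 2 and 3 in exhaustion, 1 and 2 in the EGR family, 1 and 2 in B cells, 1 and 2 in myeloid cells, 1 and 1 in plasma cells and 4 and 1 in the *Dlk1*-*Dio3* list. The IFN signature and the lupus genes had 1 hypermethylated gene each, and the CD8, double-negative, natural killer, erythroid and *lpr* gene lists had none.

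The alternatives varied the merging distance, the minimum of DMSs, the minimum difference, the p threshold, the coverage minimum, the summary over sites, the window, the annotation and the mice. Others were chosen after seeing the data: the Benjamini-Hochberg adjustment of the deposited p (all or below 1), the deposited p at 10 reads, limma, the read-weighted mean, the deposited DMRs of the covered chromosomes or with q under 0.05, a minimum of 4 DMSs, the re-derived DMRs of the locus and the GENCODE features over every DMS. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9, and R 4.3.3, were used.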

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

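The tests of direction against direction and of naive against effector genes were chosen only after the shared directions had been seen. The tests on the X chromosome and on regions of middle starting level were chosen before their results were seen.

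Beyond *Dio3*, within 200 kb of it, the authors' deposited table holds 2 further hypomethylated DMRs of MRL/*lpr* CD4+ T cells that the paper does not report. They lie on chromosome 12 of GRCm38 at 110381366–110381520, with 15 CpGs and authors' means of 31.7% in MRL and 3.87% in MRL/*lpr* mice, and at 110385091–110385247, with 7 CpGs and 72.9% and 45.8%.

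The X chromosome, which the paper does not discuss for *Egr2* deletion, holds 26 of the 59 DMRs with q under 0.05 in the authors' deposited table of *Egr2*-/-B6/*lpr* against *Egr2* fl/flB6/*lpr* mice, 23 of them lower, although it holds 584 of 7710 DMRs (Fisher's exact test, odds ratio 10.02, p = 1.57e-14). Loss of the same kind on every chromosome is argued against: of DMSs that start at 30 to 60% in *Egr2* fl/flB6/*lpr* mice, 82.1% of 296 windows on the X chromosome and 56.1% of 4929 on the autosomes were lower (Fisher's exact test, p = 3.29e-20). A male among the *Egr2*-/-B6/*lpr* samples would lack the methylated inactive X and is a candidate explanation. Of 152 X-linked windows within 1 kb of a start 15.8% were higher (exact 95% interval 10.4 to 22.6), beside 48.6% of 1480 autosomal windows near a start. The X-linked share is neither within the 10% set beforehand for a male nor clearly above the 20% set to argue against a male. Both limits were chosen and not derived from data, so the test cannot decide and leaves a male open. All mice are stated to be female, but the 11 DMSs listed on the Y chromosome (10 lower and 1 higher) have a level in both genotypes. A level needs reads assigned to that chromosome, and where these reads come from was not tested. An effect of *Egr2* deletion on the inactive X stays open and was not tested, and with 2 pooled mice per genotype these open explanations cannot be told apart.

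Of 506 genes with a DMR in both comparisons, 398 had DMRs of 1 direction in each, and 62.6% of these had the same direction in MRL/*lpr* and in *Egr2*-/-B6/*lpr* mice, where the 2 margins alone give 53.6%. That both comparisons lose methylation more often than they gain it is argued against as the whole cause, since direction went with direction beyond those margins (208 lower in both, 41 higher in both, 139 and 10 opposite; Fisher's exact test, odds ratio 6.14, p = 5.25e-08). Regions that start low can only gain and regions that start high can only lose, and among the 57 genes whose DMRs start at 30 to 70% the odds ratio was 2.25 (exact 95% interval 0.521 to 11.4, p = 0.343), too few to tell. A higher share of antigen-experienced cells in both groups would put hypermethylated DMRs at naive rather than effector genes, and the larger of the one-sided p values was 0.231, with 2 naive genes against 12 effector genes in the MRL comparison, so this stays open too. Genes with the same direction in both include *Egr1*, *Tet2*, *Tox*, *Prdm1* and *Rgs16* (lower) and *Lef1*, *Nfatc2*, *Nr4a2* and *Nr4a3* (higher), while *Tet3*, *Fyn*, *Ptpn22* and *Bcl6* went opposite ways; the genes *Snora19* and *Btbd35f15* were left out after their DMRs were seen to lie elsewhere.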

How the results depend on the processing

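The tests chosen only after the result was seen are the deposited p at 10 reads or after Benjamini-Hochberg adjustment (over all cytosines or those with p below 1), limma, the read-weighted mean, the deposited DMRs of the covered chromosomes or with q under 0.05, a minimum of 4 DMSs, the re-derived DMRs of the locus and the GENCODE features over every DMS.

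Over 31 results, 159 alternatives were run. Of these, 97 kept the direction and stayed within a set limit, 55 moved further and 7 changed direction. The limit was the spread between mice for MRL levels, 1.5 times for counts and the same side of the threshold for tests. For levels of the pooled *Egr2*-/-B6/*lpr* comparison no spread between mice exists, and the limit was an error over sites, which are not replicates. The cause of a change was not tested for any alternative, apart from what the setting itself removes. The 97 include the counts of 0 adjusted calls. The levels without 1 mouse stayed within those limits. MRL/*lpr* minus MRL ranged from −3.48 to −2.54 percentage points over all cytosines, from −17.8 to −16.7 at DMSs inside genes and from −22.5 to −21.1 between genes, and the quasi-binomial model gave 0 adjusted calls each time, which says nothing about stability since it also recovered 0% of simulated changes. Its unadjusted counts, 13650 lower and 4047 higher, dropped by more than 1.5 times without any 1 mouse, to between 5172 and 7311 lower and between 1468 and 1819 higher. In MRL/*lpr* against MRL mice, a coverage minimum of 20 reads gave −0.323 percentage points over all cytosines. Medians over sites gave −24 at DMSs inside genes and −26.7 between genes, and a p under 0.01 gave −19.9 and −24.1. DMS counts (lower, then higher) were 15694 and 2631 with p under 0.01, 19000 and 5027 at 10 reads, 56 and 5 after Benjamini-Hochberg adjustment, 1175 and 198 when it runs over p below 1 alone, and 3891 higher with a difference of at least 0.2. DMR counts were 427 and 194 with at least 5 DMSs, 7704 and 1209 with at least 2, 396 and 118 with p under 0.01, and 1062 and 99 in the deposited table on the same chromosomes. Higher DMRs numbered 349 with a mean difference of 0.2 and 225 in the deposited table. With at least 5 CpGs, 4 lists instead of 2 passed the exact test for hypomethylated DMRs.

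In *Egr2*-/-B6/*lpr* against *Egr2* fl/flB6/*lpr* mice, a difference of at least 0.2 left 15485 lower and 7079 higher DMSs. Medians over sites gave −13.6 percentage points over all DMSs, −2.77 in promoters, 5.57 in 5′ UTRs, −9.91 in coding exons, −11.0 in introns, −8.21 in 3′ UTRs and −15.8 between genes. With a difference of at least 0.1 the means were −8.40 over all, −0.140 in 5′ UTRs (turned around), −5.14 in coding exons, −6.09 in introns and −12.4 between genes, and with 1 DMS per 1 kb −8.48 over all, −6.59 in introns and −11.8 between genes. The odds ratio for introns turned around to 0.773 with GENCODE features and to 0.763 over every DMS. DMR counts (lower, then higher) turned around to 220 and 233 with at least 5 DMSs and to 357 and 393 with at least 4, and were 3418 and 1712 with at least 2, 4651 and 3059 in the deposited table and 50 and 9 in it with q under 0.05. From *Dlk1* to *Dio3* they were 0 and 0 with a mean difference of 0.2, 3 and 1 when re-derived with at least 2 DMSs, and 0 and 0 when re-derived with at least 3, merging within 500 or 1000 bp.

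No paired analysis was possible because the replicate numbers of the MRL mice are animal numbers that the strains do not share, and the *Egr2*-/-B6/*lpr* values are pooled. Not run were autosomes alone in the MRL mice (the table holds only autosomes), other merging or left-out mice at the MRL locus (its cytosines were not analysed here), promoter, UTR, exon and intron levels in the MRL mice, an adjusted p under 0.01, another coverage or a left-out mouse in the *Egr2*-/-B6/*lpr* comparison, and overlap of regions by position, since the builds differ. Depth limits single cytosines in the MRL mice, with medians of 16 to 19 reads, and is unknown in the *Egr2*-/-B6/*lpr* comparison.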

Differences from the paper's values

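The Benjamini-Hochberg adjustment of the deposited p, the deposited DMRs on the covered chromosomes or with q under 0.05, a minimum of 4 DMSs and the GENCODE features over every DMS were tests chosen only after the results were seen.

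For hypermethylated DMRs of MRL/*lpr* against MRL mice the paper gives 225, and 576 were re-derived. The re-derivation covers only chromosomes 1 to 7 and the start of chromosome 8, uses an unadjusted p and asks for at least 3 DMSs, a minimum that the paper's text does not name. Of the alternatives set before the data were examined, a minimum of 5 DMSs (194) and the count in the deposited table (225) fall within 1.5 times the paper's value, although 194 covers part of the genome and the authors' deposited table holds 99 on the same chromosomes, and merging within 200 or 1000 bp, a minimum of 2 DMSs, a mean difference of 0.2, no rule on the share of DMSs and a p under 0.01 do not. For hypermethylated DMRs of *Egr2*-/-B6/*lpr* mice the paper gives 426, and 721 were re-derived with at least 3 DMSs. A mean difference of 0.2 (509) falls within 1.5 times, as does a minimum of 4 DMSs (393), chosen after seeing the values, and merging within 200 or 1000 bp, a minimum of 5 or 2 DMSs, no rule on the share and the deposited table (3059) do not. The regions re-derived with at least 3 or 4 DMSs include none of the 5 DMRs of Table III. For hypomethylated DMRs the paper's 599 and the re-derived 840 are within 1.5 times of each other. In the MRL comparison the paper's 2369 is genome-wide, as are the 2368 of the authors' deposited table, while the re-derived 2209 lie on the covered chromosomes, where that table holds 1062. Of all re-derived DMRs in the MRL comparison, lower and higher, only 728 overlapped a deposited one.

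For promoters the paper gives 29.01% of hypermethylated and 14.55% of hypomethylated DMSs of *Egr2*-/-B6/*lpr* mice, and the authors' annotation in the deposited table, counted in 1 kb windows, gives 6.31% and 2.69%. Promoters of 1 kb either side of a GENCODE start (38.8% and 20.3%) fall within 1.5 times of the paper's values, and every DMS counted, 10 kb windows and a difference of at least 0.1 do not. Exons hold about 15% of hypermethylated DMSs in Fig. 4B, read by eye, and 24.1% here. The GENCODE features (12.4%) fall within 1.5 times, and the other 3 settings do not. With every DMS counted over GENCODE features, chosen after seeing the values, the shares were 41.7% and 22.2% in promoters and 12.6% in exons, of which the first and the last fall within 1.5 times.

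The paper states that DMSs were called on adjusted p values. The deposited p of the MRL comparison equals an unadjusted test, and after Benjamini-Hochberg adjustment 56 cytosines were lower and 5 higher in MRL/*lpr* mice (1175 and 198 when only p values below 1 are adjusted). The legends of Fig. 1B and Fig. 4C describe DMRs by false discovery rate. In the authors' deposited table of *Egr2*-/-B6/*lpr* mice 50 hypomethylated and 9 hypermethylated DMRs have a q under 0.05, the same direction as the paper's. The paper states more hypomethylated than hypermethylated DMRs in *Egr2*-/-B6/*lpr* mice, as did 840 against 721 here. With at least 5 DMSs the counts were 220 and 233, and with at least 4, chosen after seeing the values, 357 and 393. Both methods statements name GRCm39, while the positions of the MRL tables lie inside their annotated genes in GRCm38.p6 (98.4%) and mostly not in GRCm39 (26.6%).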

Other observations

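The test of hypermethylated DMRs in CpG islands and the counts over splits of the mice were chosen only after the results were seen, as was the naming of *Plagl1* and *Gnas* in the comparison of *Egr2* deletion.

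Genes of follicular helper T cells had the widest gap in mean level among 14 lists with per-mouse values. Over 10 of these genes the mean level was 42.4% ± 1.28 (SD, n = 3) in MRL and 34.2% ± 0.940 (SD, n = 3) in MRL/*lpr* mice, and all 10 genes were lower. Over 14 genes of the type I IFN signature, 13 were lower and the mean differed by −5.04 percentage points, and over 7 T helper 1 and cytotoxic genes, all 7 lower, by −5.24. Over 6 naive T cell genes the mean level was 36.3% ± 0.881 (SD, n = 3) and 36.5% ± 0.80 (SD, n = 3), although 5 of the 6 genes were lower. None passed the exact permutation test, which with 3 mice against 3 cannot go below p = 0.10. The first 3 of these lists were at that value (adjusted p = 0.14) and the naive genes at an exact p of 0.6 (adjusted p = 0.6). Markers of other cell types were lower too, with a mean difference of −4.58 percentage points over 7 B cell genes and −1.65 over 8 myeloid genes. Single DMRs outside the covered chromosomes include an intron of *Foxp3*, the regulatory T cell factor gene, at an authors' mean of 73.6% in MRL and 38.0% in MRL/*lpr* mice, and an intron of *Tbx21*, the T helper 1 factor gene, at 64.4% and 17.1%. *Satb1*, a genome organizer gene of naive T cells, was at 12.6% and 44.0%. Compared by direction over all deposited DMRs, 4 of 8 exhaustion genes and both naive genes with DMRs of a single direction were hypermethylated (Fisher's exact test against the other genes, adjusted p = 0.0536 for each list).

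Hypermethylated DMRs of MRL/*lpr* mice lay in CpG islands more often than hypomethylated ones, 18 of 225 (8.0%) against 14 of 2368 (0.591%; Fisher's exact test, odds ratio 14.6, p = 6.38e-12). The starting level of the regions was not taken into account. The hypermethylated DMR with 57 CpGs lies in an exon of *Egr3*, a paralog of *Egr2*, and has authors' means of 27.5% in MRL and 53.0% in MRL/*lpr* mice, while an exonic DMR of *Egr1* has 81.0% and 52.8%.

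In *Egr2*-/-B6/*lpr* against *Egr2* fl/flB6/*lpr* mice, the imprinted genes *Inpp5f*, *Airn*, *Plagl1* and *Gnas* have a DMR with q under 0.05 in the authors' deposited table. The authors' means there are 70.5% in *Egr2* fl/flB6/*lpr* and 25.5% in *Egr2*-/-B6/*lpr* mice at *Inpp5f* (q = 6.9e-05), 55.2% and 32.8% at *Airn* (q = 0.0012), 58.6% and 41.5% at *Plagl1* (q = 0.00051), and 36.6% and 58.2% at *Gnas* (q = 8.4e-06), which has 10 DMRs there, 5 in each direction.

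The 6 MRL and MRL/*lpr* mice can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In the quasi-binomial model the real split gave 17697 cytosines at an unadjusted p under 0.05, and the highest other split 5630, so 1 of the 10 splits reached the real count. At an adjusted p under 0.05 the real split and the highest other gave 0 cytosines each, in this model and in limma, so all 10 splits were equal.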
